# Comparative Transcriptome Analysis Shows Conserved Metabolic Regulation during Production of Secondary Metabolites in Filamentous Fungi

**DOI:** 10.1128/mSystems.00012-19

**Published:** 2019-04-16

**Authors:** Jens Christian Nielsen, Sylvain Prigent, Sietske Grijseels, Mhairi Workman, Boyang Ji, Jens Nielsen

**Keywords:** comparative transcriptomics, cell factories, filamentous fungi, secondary metabolism

## Abstract

Filamentous fungi possess great potential as sources of medicinal bioactive compounds, such as antibiotics, but efficient production is hampered by a limited understanding of how their metabolism is regulated. We investigated the metabolism of six secondary metabolite-producing fungi of the *Penicillium* genus during nutrient depletion in the stationary phase of batch fermentations and assessed conserved metabolic responses across species using genome-wide transcriptional profiling. A coexpression analysis revealed that expression of biosynthetic genes correlates with expression of genes associated with pathways responsible for the generation of precursor metabolites for secondary metabolism. Our results highlight the main metabolic routes for the supply of precursors for secondary metabolism and suggest that the regulation of fungal metabolism is tailored to meet the demands for secondary metabolite production. These findings can aid in identifying fungal species that are optimized for the production of specific secondary metabolites and in designing metabolic engineering strategies to develop high-yielding fungal cell factories for production of secondary metabolites.

**IMPORTANCE** Secondary metabolites are a major source of pharmaceuticals, especially antibiotics. However, the development of efficient processes of production of secondary metabolites has proved troublesome due to a limited understanding of the metabolic regulations governing secondary metabolism. By analyzing the conservation in gene expression across secondary metabolite-producing fungal species, we identified a metabolic signature that links primary and secondary metabolism and that demonstrates that fungal metabolism is tailored for the efficient production of secondary metabolites. The insight that we provide can be used to develop high-yielding fungal cell factories that are optimized for the production of specific secondary metabolites of pharmaceutical interest.

## Abstract (precis)

Secondary metabolites are a major source of pharmaceuticals, especially antibiotics. However, the development of efficient processes of production of secondary metabolites has proved troublesome due to a limited understanding of the metabolic regulations governing secondary metabolism. By analyzing the conservation in gene expression across secondary metabolite-producing fungal species, we identified a metabolic signature that links primary and secondary metabolism and that demonstrates that fungal metabolism is tailored for the efficient production of secondary metabolites. The insight that we provide can be used to develop high-yielding fungal cell factories that are optimized for the production of specific secondary metabolites of pharmaceutical interest.

## INTRODUCTION

Filamentous fungi are economically and ecologically important microorganisms and serve diverse applications in industrial biotechnology. Some of the key industrial processes utilizing these organisms include the production of pharmaceuticals (1), bulk chemicals (2), and enzymes (3) and the manufacture of fermented food products (4). One important characteristic of many filamentous fungi is their ability to secrete bioactive compounds, called secondary metabolites, which are renowned for their pharmaceutical properties, e.g., as antibiotics, but also for their toxic effects, which are major health concerns when they contaminate food and feed (5). The fungal genus *Penicillium* is especially well-known for the production of many secondary metabolites (6, 7).

The large-scale industrial production of secondary metabolites is one of the greatest success stories of industrial biotechnology. The yield and titers of penicillin have been improved by orders of magnitude through decades of random mutagenesis and selection of Penicillium chrysogenum mutants (8, 9). Conversely, only limited success has been achieved through the use of rational metabolic engineering strategies to improve secondary metabolite production in fungi (10, 11). A major explanation for this is the limited understanding of the metabolic processes that govern the production of secondary metabolites in filamentous fungi.

Secondary metabolism is strongly connected to primary metabolism, in the sense that precursors and cofactors for secondary metabolites are derived from processes in the central carbon metabolism. The two main classes of secondary metabolites in fungi are polyketides (PKs), which are derived from short-chain acyl coenzyme A (acyl-CoA) units and which are synthesized by polyketide synthases (PKS), and nonribosomal peptides (NRPs), which are derived from amino acids and which are synthesized by nonribosomal peptide synthetases (NRPSs). Additionally, secondary metabolite pathways use cofactors, such as ATP and reducing power in the form of NADPH derived from energy metabolism. The link between the generation of secondary metabolite precursors and secondary metabolites is, however, poorly understood. Since secondary metabolites often are induced under suboptimal growth conditions, e.g., after depletion of a nutrient source (12), precursor units might not be synthesized *de novo* through glycolytic catabolism of carbon sources but, rather, might be synthesized through the degradation of stored macromolecules. The degradation of fatty acids and branched-chain amino acids (BCAAs) has been suggested to contribute to the acetyl-CoA supply for certain PKs in *Aspergillus* species (13), but a more comprehensive overview is needed.

Here, we analyzed secondary metabolism at the transcriptional level during stationary phase of batch fermentation experiments of secondary metabolite-producing *Penicillium* species (7, 14). The aim was to elucidate the link between primary and secondary metabolism and to improve the understanding of how the metabolism of native secondary metabolite producers is wired for the efficient production of secondary metabolites. We conducted a comparative transcriptome analysis of six *Penicillium* species cultivated in a defined medium (DM) and a complex medium (CM) with the objective to identify orthologous protein groups representing conserved metabolic features in these species.

## RESULTS

### Experimental setup for comparative transcriptomics of *Penicillium*.

Six *Penicillium* species (P. flavigenum, P. nalgiovense, P. polonicum, P. coprophilum, P. decumbens, and P. steckii) whose genomes were recently sequenced were subject to a comparative transcriptome analysis in order to assess evolutionarily conserved patterns of expression, with a specific emphasis on secondary metabolite biosynthesis. The species were selected because they represent the phylogenetic diversity within the *Penicillium* genus (15) (Fig. 1A) and because studies have highlighted their prolific capabilities for the biosynthesis of secondary metabolites (6, 14), as well as a genomic potential for additional secondary metabolite production (7).

**FIG 1:**
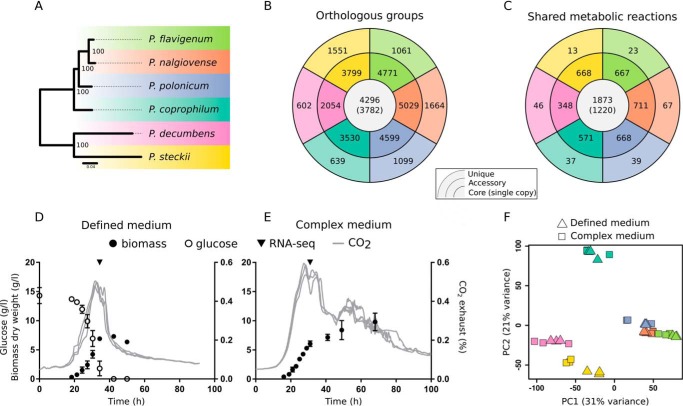
Overview of study and comparative analysis of *Penicillium* species. (A) Phylogenetic tree of the species investigated in this study. The colors in the tree serve as a legend for the entire figure. (B and C) Numbers of genes (B) and reactions (C) within each of the species that are shared by all species (core), that are shared by a subset of species (accessory), or that are specific to one species (unique). (D and E) Example growth profile of Penicillium flavigenum in defined medium (D) and complex medium (E), indicating the time point of the RNA-seq sample (generated based on previously published data [14]). (F) Principal-component analysis of the six *Penicillium* species based on the normalized expression of single-copy core genes.

For all species, protein-coding genes were clustered into orthologous groups (OGs). Among the 4,296 genes representing the core genome, 3,782 genes were present only in a single copy in the genomes (Fig. 1B), and these formed the basis for a phylogenetic assessment (Fig. 1A). Our previously published genome-scale metabolic models of the *Penicillium* species (16) served as an annotation of metabolic genes as defined in the MetaCyc database (17). We found that 582 single-copy OGs were part of the core metabolism and that 1,220 metabolic reactions were present in all metabolic networks (Fig. 1C). These core reactions were significantly depleted for reactions involved in secondary metabolism (adjusted *P = *5e−9, hypergeometric test), in particular, alkaloid and terpenoid biosynthesis. Conversely, all other parts of metabolism (as defined in the MetaCyc database), except for inorganic nutrient metabolism, were significantly enriched in the core genome fraction (adjusted *P < *0.05, hypergeometric test).

All species were cultivated in batch cultures in two different media: one defined medium (DM) for *Penicillium* containing glucose and ammonium and one industrially relevant complex medium (CM) based on yeast extract, sucrose, and nitrate. Since the aim was to investigate secondary metabolism, which is often induced under suboptimal growth conditions (12, 18), samples for transcriptome analysis were collected in the stationary phase several hours after CO_2_ production had peaked, indicating that the preferred carbon source had been depleted from the two carbon-limited media (Fig. 1D and E; see also Fig. S1 in the supplemental material).

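The RNA-seq data behind the comparison of the media were the numbers of reads counted on each gene in 36 libraries, 3 labelled CM and 3 labelled DM for each of the 6 species. The authors aligned the reads of each species to its own genome with TopHat2, counted them per gene with HTSeq and deposited the counts without normalization. In P. flavigenum, the total count per library ranged from 10558636 to 14047274 (median 12206750) in DM and from 18927252 to 33551355 (median 19749560) in CM. In P. nalgiovense, the total count per library ranged from 16162076 to 17511650 (median 16462936) in DM and from 9155399 to 14462508 (median 12444975) in CM. In P. polonicum, the total count per library ranged from 9868556 to 14177920 (median 12916067) in DM and from 11013574 to 18528378 (median 18337354) in CM. In P. coprophilum, the total count per library ranged from 14787008 to 17776461 (median 16183408) in DM and from 5318782 to 16402374 (median 14891963) in CM. In P. decumbens, the total count per library ranged from 12645123 to 18947623 (median 13583591) in DM and from 13620985 to 18634243 (median 18117655) in CM. In P. steckii, the total count per library ranged from 9308638 to 15900429 (median 13433659) in DM and from 14384759 to 37211035 (median 19813102) in CM. All 3 CM libraries were thus deeper than all 3 DM libraries in P. flavigenum, and all 3 DM libraries deeper than all 3 CM libraries in P. nalgiovense. The tables listed 11102 genes for P. flavigenum, 12158 genes for P. nalgiovense, 10835 genes for P. polonicum, 9052 genes for P. coprophilum, 7234 genes for P. decumbens and 10458 genes for P. steckii, under identifiers that give a contig and a running number. Of the P. coprophilum identifiers, 0 matched a table of 10975 P. coprophilum genes from another assembly, so genes are given by identifier only. Counts were normalized by the TMM method within each species, genes with low counts were left out by edgeR's filterByExpr, and CM was compared with DM by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with species analysed separately. The medium of each library was taken from its label. With DESeq2, the number of DEGs in each direction came closer to the paper's in 5 of the 6 species with CM and DM exchanged. Except in P. decumbens and P. steckii, the paper's numbers were read by eye from Fig. 2A. Exchanged labels and a comparison taken as DM against CM would give the same numbers and cannot be told apart here. Every direction given for these data therefore refers to the labels. The choice of test, the depth and single libraries could change the number of DEGs.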

10.1128/mSystems.00012-19.1 FIG S1 Growth profiles of *Penicillium* species in bioreactor fermentations. Samples for RNA-seq analysis were collected from previously published bioreactor cultivations (14). Triangles indicate the time point where biomass for transcriptome analysis was collected. The figure was generated based on previously published data (14). Download FIG S1, PDF file, 0.2 MB. Copyright © 2019 Nielsen et al. 2019 Nielsen et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To assess the global differences in gene expression between the species, we performed a principal-component analysis (PCA) based on single-copy core genes (Fig. 1F). The clustering of the samples in the PCA largely reflected the phylogeny of the species (Fig. 1A), indicating that the regulation of the core genes is evolutionarily related across species, in agreement with previous observations in different yeast species (19). In contrast, the medium composition had a minor impact on the clustering of the samples. Since batch effects could influence the comparison of expression levels across species, we tested the robustness of the PCA by evaluating multiple different strategies for normalization of the data, but in all cases, similar clustering patterns were observed (Fig. S2).

10.1128/mSystems.00012-19.2 FIG S2 Principal-component analysis (PCA) based on expression levels of orthologous genes in six *Penicillium* species using different strategies for normalization of the data. All normalization strategies resulted in a similar grouping of the samples in the PCA. (A) Log-transformed expression. (B) Z-score-transformed expression. (C) Rank-transformed expression. (D) Minimum/maximum normalization of expression, grouping it between 0 and 1. Squares indicate samples from the defined medium, and triangles indicate samples from the complex medium. Download FIG S2, PDF file, 0.03 MB. Copyright © 2019 Nielsen et al. 2019 Nielsen et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Transcriptional landscape of *Penicillium*.

Differentially expressed genes (DEGs) in CM relative to DM were identified in each species (adjusted *P < *0.05). A great variation in the number of DEGs per species was observed, ranging from 327 upregulated genes and 331 downregulated genes in P. decumbens to 2,363 upregulated genes and 1,885 downregulated genes in P. steckii (Fig. 2A). 

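Between libraries labelled CM and DM, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 10 upregulated DEGs and 1 downregulated DEG in P. decumbens, of 6512 genes tested. In P. steckii it gave 1301 upregulated and 1866 downregulated DEGs, of 8712 genes tested. An unadjusted P value under 0.05 was found for 1068 genes in P. decumbens and 4202 genes in P. steckii. The lowest adjusted P value by this test was 0.0175 in P. decumbens and 0.000446 in P. steckii. Single libraries decided the number in P. decumbens. Without DM replicate 1 there were 703 upregulated and 453 downregulated DEGs, the largest move under a setting fixed before the data were examined, and without CM replicate 1 there were 0 in either direction, with 549 genes at an unadjusted P value under 0.05. In P. steckii, the numbers without CM replicate 1 were 608 and 962. Among genes with an adjusted P value under 0.05, log2 CPM of at least 5 as the mean of the 6 libraries and no overlap between the libraries of the media, the largest rise in P. steckii was that of PENSTE_c008G09480, with a TMM-normalized value of 3683 ± 2925 CPM (SD, n = 3) in CM and 0.53 ± 0.0593 (SD, n = 3) in DM. Its log2 fold change was 12.73 (standard error 1.50, adjusted P = 0.00238, edgeR). Standard errors in this paragraph are the size of the log2 fold change divided by the square root of edgeR's F. They are approximations that edgeR does not itself report, and rough for a gene with few reads. The counts of PENSTE_c008G09480 in DM were between 4 and 10 reads per library, and its value in CM ranged from 306 to 5444 CPM. The largest fall by the same criteria was that of PENSTE_c004G03775, from 2607 ± 1480 CPM (SD, n = 3) in DM to 1.32 ± 0.897 (SD, n = 3) in CM, a log2 fold change of -10.97 (standard error 0.94, adjusted P = 0.000959, edgeR). Both kept an adjusted P value of at most 0.0128 by edgeR with each library left out in turn. In P. decumbens, the largest rise by the same criteria was that of PENDEC_c002G03278, with 622 ± 111 CPM (SD, n = 3) in CM and 56.7 ± 11.3 (SD, n = 3) in DM, a log2 fold change of 3.46 (standard error 0.32, adjusted P = 0.0461, edgeR). In 4 of the 6 fits that each left out 1 library its adjusted P value by edgeR was no longer under 0.05, with a range from 0.0103 to 0.261. Some DEGs with a lower mean log2 CPM changed more, with log2 fold changes from -4.36 to 5.77 in P. decumbens and from -13.34 to 12.97 in P. steckii. From the number of DEGs in each species, the paper states that it varied greatly between species.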

Interestingly, among the metabolic DEGs, secondary metabolism was the most affected part of metabolism among both up- and downregulated genes, thus emphasizing the differential effects of the media (Fig. S3). Among the core DEGs, we found only two genes that were upregulated in CM in all six species, and these were a nitrate reductase (ortholog, NIAD in Aspergillus nidulans) and an ammonium uptake transporter (ortholog, MEAA in A. nidulans). Both genes have been shown to respond to nitrate availability: NIAD reduces nitrate to nitrite intracellularly and is known to be upregulated in response to hypoxia (20), while MEAA is a low-affinity ammonium transporter which has proven to be upregulated under nitrogen starvation and induced by nitrate (21). No shared DEGs were downregulated in all species.

**FIG 2:**
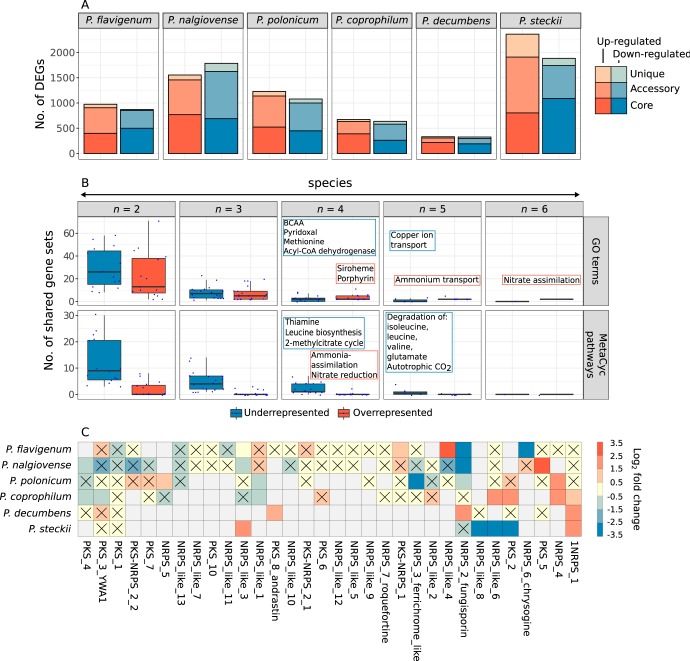
Main transcriptional differences between the media. (A) Number of genes differentially expressed in complex medium versus defined medium. (B) Gene set enrichment analysis identifying cellular processes shared by at least two species. Each data point in the box plots represents a gene set enriched by a combination of *n* species and grouped between up- and downregulated genes. The main shared processes are written in the frames. The boxes in each box plot represent the first, second, and third quartiles, and the whiskers extend to the lowest/highest values that are within 1.5 the interquartile range (IQR). (C) Effect of the media on the expression of secondary metabolite backbone genes that were present in at least two species. Cells in the heat map marked with a cross represent backbone genes that were not significantly differentially expressed. Upregulation and downregulation refer to expression levels in complex medium compared to that in defined medium. Gray cells indicate backbone genes not detected in the species.

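By the total number of DEGs called by edgeR and by the share of tested genes called, the remaining 4 species lay between P. decumbens and P. steckii. In P. flavigenum, 493 upregulated and 697 downregulated DEGs were found among 8195 genes tested, or 14.5% of them. In P. nalgiovense, 1673 upregulated and 1288 downregulated DEGs were found among 9316 genes tested, or 31.8% of them. In P. polonicum, 449 upregulated and 409 downregulated DEGs were found among 8679 genes tested, or 9.89% of them. In P. coprophilum, 189 upregulated and 141 downregulated DEGs were found among 7809 genes tested, or 4.23% of them. The share was 0.169% in P. decumbens and 36.4% in P. steckii. With each library left out in turn, the upregulated and downregulated DEGs of P. polonicum ranged from 92 and 72 without CM replicate 1 to 1786 and 2192 without DM replicate 2. Those of P. flavigenum ranged from 172 and 158 without CM replicate 1 to 930 and 1151 without DM replicate 2, and those of P. nalgiovense from 1061 and 470 without CM replicate 2 to 1883 and 1609 without DM replicate 1. In P. coprophilum, the upregulated DEGs fell to 9 without DM replicate 3 and the downregulated DEGs to 3 without DM replicate 2, and they rose to 1131 and 999 without DM replicate 1.

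**Figure D1:**
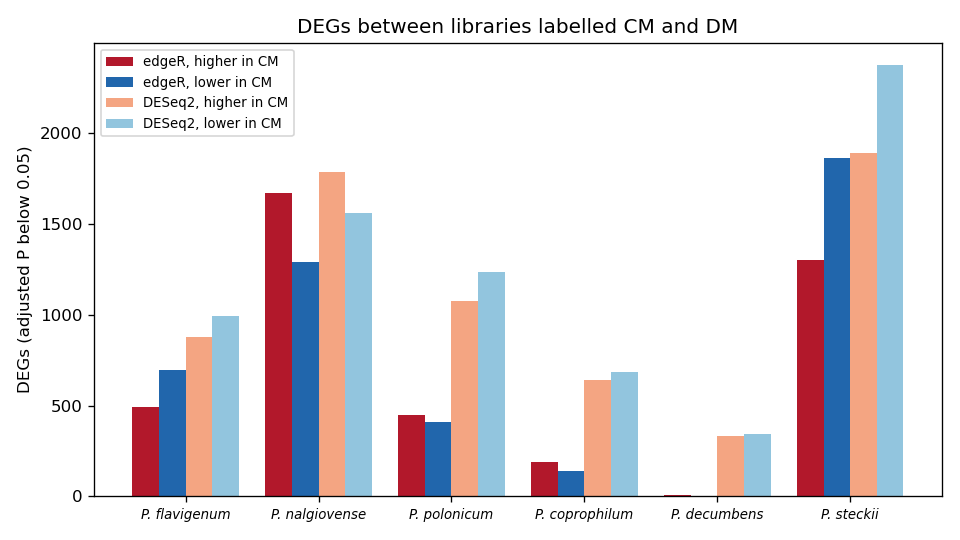
Number of DEGs (vertical axis, genes with an adjusted P value under 0.05) in each of the 6 species, as bars for genes higher and lower in libraries labelled CM by edgeR's quasi-likelihood test and by DESeq2. P. decumbens has 11 DEGs by edgeR and 674 by DESeq2, and P. steckii has 3167 and 4268.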

10.1128/mSystems.00012-19.3 FIG S3 Functional grouping of DEGs related to metabolism. Up- and downregulated DEGs from each species are annotated based on the MetaCyc annotation of the genome-scale metabolic networks of the individual species. Download FIG S3, PDF file, 0.05 MB. Copyright © 2019 Nielsen et al. 2019 Nielsen et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To further investigate which functions were affected across species, a gene set analysis was conducted, and significantly enriched gene sets were defined as either up- or downregulated. This allowed us to identify processes affected across the species (Fig. 2B; Table S1).

10.1128/mSystems.00012-19.9 TABLE S1 Gene set analysis results. Enrichment of GO terms and MetaCyc pathways for all six *Penicillium* species in complex medium relative to defined medium. Download Table S1, XLSX file, 0.3 MB. Copyright © 2019 Nielsen et al. 2019 Nielsen et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Only one process was conserved among the six species, namely, nitrate assimilation in the GO annotation, which was upregulated in CM, in agreement with the difference in the nitrogen source between the two media. Ammonium transport was upregulated in five species, based on GO terms, and similarly, ammonia assimilation and nitrate reduction were upregulated in four species, based on MetaCyc pathways. Additional upregulated biological processes included the siroheme and porphyrin biosynthesis GO terms in four species. No processes were significantly downregulated in all species, but in five of the species, the GO term copper ion transport and the MetaCyc degradation pathways of the branched-chain amino acids (BCAAs) leucine, isoleucine, and valine were downregulated. In four species, the MetaCyc pathways thiamine and 2-methylcitrate cycle (2MCC) were downregulated as well.

Previous studies have shown that *Aspergillus* species respond to hypoxia by upregulating BCAA metabolism and mitochondrial processes. The latter is seen as an increase in the content of metals, such as iron and copper cofactors, that are used in heme and porphyrin (22). Since we observed similar upregulated pathways, hypoxia might be a common driver of some of the metabolic changes observed in the species. In contrast, nitrate and ammonium assimilation as well as copper transport may be unrelated to hypoxia and, rather, may be a specific response highlighting the difference in nutrient sources and availability between the two media.

In general, few processes were statistically significantly differentially regulated in the majority of the species, indicating that despite the species being within the same genus and, hence, phylogenetically related, many of the responses were species specific rather than general. As a consequence of this, one should be careful when extrapolating regulatory information between species in a diverse genus, such as *Penicillium*.

### Expression and clustering of secondary metabolism in *Penicillium*.

Genome mining of the six *Penicillium* genomes revealed a total of 311 encoded secondary metabolite biosynthetic gene clusters (BGCs), and these were grouped into 42 gene cluster families (GCFs), consisting of similar BGCs (Fig. S4). Among these GCFs, 32 contained PKS, NRPS, NRPS-like, or PKS-NRPS backbone genes. Our recent annotation of *Penicillium* BGCs was updated using the same approach described previously (7) and allowed us to link six of the GCFs to a metabolic product. Among the 32 GCFs, 17 were differentially expressed in at least one species (as determined based on the expression level of the backbone genes), and these were approximately equally distributed between up- and downregulation (Fig. 2C).

10.1128/mSystems.00012-19.4 FIG S4 Overview of identified BGCs in the six *Penicillium* species. All BGCs (nodes) were grouped into gene cluster families (connected by edges). Download FIG S4, PDF file, 0.02 MB. Copyright © 2019 Nielsen et al. 2019 Nielsen et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

We correlated the expression levels of the annotated BGCs with the secondary metabolites detected in the fermentation media (Fig. S5). For four of the annotated BGCs, we detected the corresponding compound under at least one of the fermentation conditions. This included (i) andrastins for P. decumbens, (ii) chrysogines for P. flavigenum and P. nalgiovense, (iii) roquefortine/meleagrin intermediates for P. coprophilum and P. flavigenum, and (iv) fungisporin for P. coprophilum, P. nalgiovense, and P. flavigenum (14). We further looked into the expression of genes involved in previously characterized BGCs encoding andrastin biosynthesis in P. roqueforti (23) and chrysogine biosynthesis in P. rubens (24) (Fig. 3). All genes in the andrastin BGC in P. decumbens were upregulated, while chrysogine genes in P. flavigenum were downregulated. In the chrysogine BGC in P. nalgiovense, some genes were upregulated, while others were downregulated. Specifically, the genes *chyE* and *chyH* were significantly downregulated, while *chyA* and *chyD* were upregulated (Fig. 3). ChyA and ChyD catalyze the two first steps in the pathway, while ChyE and ChyH are thought to catalyze later steps (24). One explanation for observing these differences in expression could thus be a temporal transcriptional control based on when the individual enzymes are needed in the pathway cascade. It should be noted here that the RNA-seq data are indicative only for flux through the pathway and thus cannot be translated directly to increased production levels of the final compound. Quantitative metabolomics would be required to correlate gene expression with production levels and pathway fluxes.

**FIG 3:**
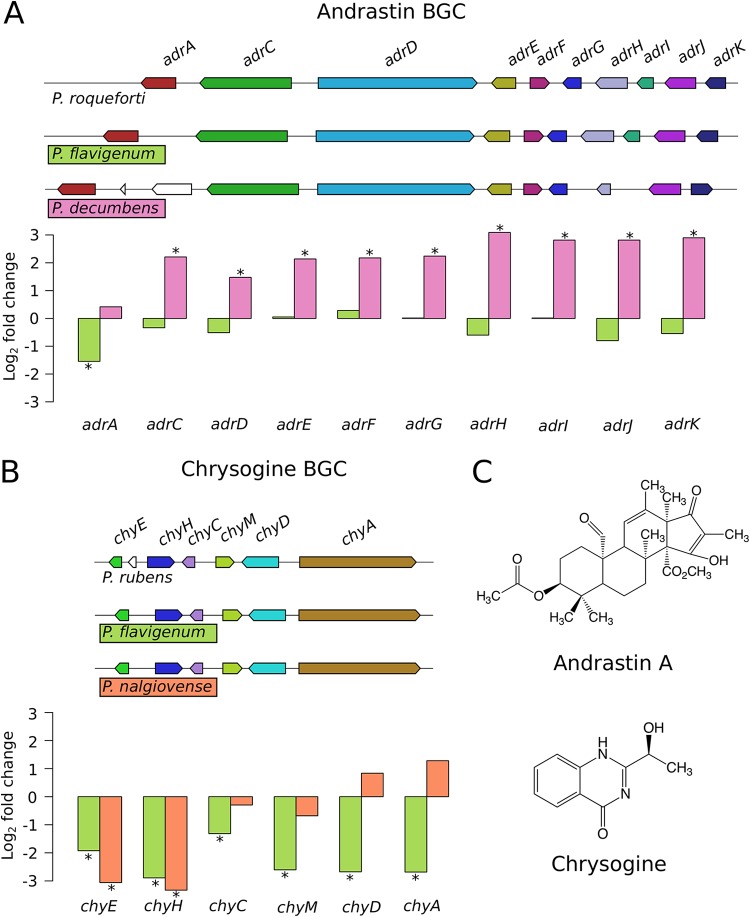
Expression of biosynthetic gene clusters (BGCs) in *Penicillium*. Andrastin BGC (A), chrysogine BGC (B), and chemical structures of the end products of the pathways (C) are shown. Bar plots represent the log_2_ fold change in expression levels in complex medium (CM) relative to defined medium (DM), and the colors of the bars correspond to the species. Asterisks denote genes that were significantly differentially expressed.

10.1128/mSystems.00012-19.5 FIG S5 Secondary metabolite families detected in the bioreactor batch fermentations. The figure was generated based on previously published data (14). Download FIG S5, PDF file, 0.02 MB. Copyright © 2019 Nielsen et al. 2019 Nielsen et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Coexpression modules in *Penicillium*.

In order to identify gene modules (groups of coexpressed genes) general to the *Penicillium* genus, the Pearson correlation coefficient (PCC) among all 3,782 single-copy core OGs as well as the 33 backbone genes identified in the 32 GCFs present in at least two species was computed. The correlations among these 3,815 OGs constituted a coexpression network from which nine coexpression subnetworks were extracted by removing connections between OGs based on absolute PCC cutoffs in the range of 0.1 to 0.9, which were denoted N1 to N9, respectively (Fig. S6). For each coexpression subnetwork, we identified highly connected gene modules using the ClusterONE algorithm (25), which allows for identification of overlapping modules, in agreement with the biological context where one gene product can have activities in multiple pathways. For larger networks, fewer but larger modules were found (Fig. S7), in agreement with previous observations (26), and a total of 59 significant modules were detected (*P < *0.1). To assess the overlap between these modules, the Jaccard index was computed based on module nodes (OGs), and this highlighted that many OGs were shared among multiple modules and, hence, represented different levels of resolution (Fig. S8). We removed highly redundant modules that shared the majority of nodes, and this reduced the total number of modules for the downstream analysis to 54.

10.1128/mSystems.00012-19.6 FIG S6 Overview of the pipeline for the coexpression analysis. Network N0 represents the global coexpression network, where each node represents a group of orthologous genes and edges represent Pearson’s correlation coefficient (PCC) weights. Nine subnetworks (N1 to N9) were generated by removing edges based on varying the PCC cutoffs. For each of these coexpression subnetworks, modules of highly coexpressed genes were detected using the ClusterONE algorithm (25). Download FIG S6, PDF file, 0.02 MB. Copyright © 2019 Nielsen et al. 2019 Nielsen et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00012-19.7 FIG S7 Overview of the number and size of the detected coexpression modules. (A) Number of modules in each of the subnetworks. Only significant modules were used for the further analysis. (B) Size of the significant modules from the different subnetworks. Download FIG S7, PDF file, 0.05 MB. Copyright © 2019 Nielsen et al. 2019 Nielsen et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00012-19.8 FIG S8 Similarity between detected coexpression modules. Similarity is calculated as the Jaccard index, based on the number of shared nodes between each module. Download FIG S8, PDF file, 0.04 MB. Copyright © 2019 Nielsen et al. 2019 Nielsen et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

The 54 nonredundant coexpression modules were tested for enrichment of metabolic pathways using the MetaCyc annotation of metabolism, and a total of 29 modules were significantly enriched for at least one pathway (Fig. 4A). The most frequently occurring pathway was proteinogenic amino acid degradation, which was enriched in nine modules, and this included, in particular, degradation of leucine, valine, and tyrosine. Conversely, only three modules were enriched for amino acid biosynthesis genes, indicating that degradation processes were more predominant in the fermentations at the time of sampling. Biosynthesis of chorismate, a precursor of aromatic amino acids, was enriched in seven modules but did not overlap tryptophan biosynthesis, for which it is a precursor, thus indicating that chorismate might be used to a large extent for the synthesis of non-amino-acid metabolites, such as tetrahydrofolate, in fungi. There was no clear distinction between modules enriched for either biosynthetic or degradative pathways. For example, the network N7_M1 was enriched for both the degradation of amino acids and the biosynthesis of purine nucleotides (Fig. 4A).

**FIG 4:**
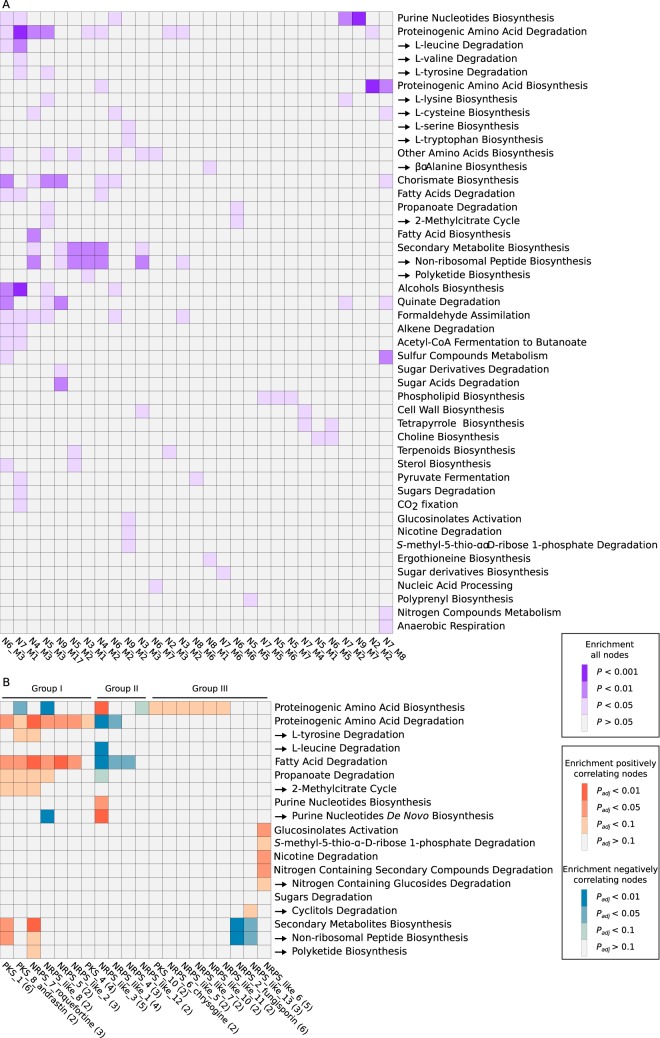
Enriched pathways in coexpression modules. (A) Pathway enrichment among orthologous groups in each coexpression module. Modules are denoted as N*X*_M*Y*, where *X* is the network number, and *Y* is the module number. (B) Pathway enrichment among orthologous groups connected to secondary metabolite backbone genes in the coexpression modules. Pathways were based on the third level of the MetaCyc annotation, while subpathways are indicated with arrows (the fourth level of the MetaCyc annotation). BGCs are denoted based on class, followed by an underscore and an identification number (e.g., PKS_1). Numbers in parentheses indicate how many of the six investigated species contain the BGC in their genomes. *P*_adj_, adjusted *P* value.

Six modules were enriched for secondary metabolite biosynthesis. In three of these modules, amino acid degradation was also enriched, indicating a connection between the biosynthesis of secondary metabolites and the degradation of amino acids. In three of the modules, chorismate biosynthesis was enriched, which may be related to the biosynthesis of alkaloids derived from chorismate or to certain NRPs consisting of chorismate-derived amino acid building blocks.

### Expression of primary and secondary metabolism is tightly linked.

To further investigate interactions between primary and secondary metabolism, the connections of all secondary metabolite backbone genes were investigated in each of the 54 coexpression modules. The connections were divided into positive and negative correlations, and an enrichment analysis was conducted. All evaluated backbone genes were found in at least one of the coexpression modules, and among these, 20 were statistically enriched for MetaCyc pathways (Fig. 4B). Interestingly, the enriched pathways proved largely to revolve around the same pathways that were enriched in the coexpression modules as a whole (Fig. 4A) as well as some of the processes that were enriched across species in the gene set analysis (Fig. 2B). These pathways included degradation of amino acids, in particular, leucine and tyrosine; fatty acid degradation; and propanoate degradation via the 2-methylcitrate cycle (2MCC). Further, it was observed that, based on the correlated pathways, the backbone genes could be divided into three groups (Fig. 4B). Group I contained PKS and NRPS genes that were positively correlated with degradation processes, in particular, amino acid and fatty acid degradation, while they were negatively correlated with the biosynthesis of amino acids and purine nucleotides. Conversely, group II contained NRPS genes showing a reciprocal pattern of correlation, with a positive correlation to biosynthesis and a negative correlation to degradation pathways. Interestingly, the only biosynthesis process that was positively correlated to genes in group I was secondary metabolite biosynthesis. Group III contained PKS and NRPS genes that correlated with either high-level processes, such as amino acid biosynthesis, or specific pathways, such as cyclitol degradation. This group might represent secondary metabolite pathways that are activated only under very specific conditions.

We further investigated the pathways that were enriched in groups I and II to gain information about the specific correlations at the gene/reaction level (Fig. 5). This confirmed the sharp division between the backbone genes in group I and II as either positively or negatively correlated to degradation or biosynthesis. The products of the investigated degradation pathways proved largely to revolve around the mitochondrial acetyl-CoA pool, except for 2MCC, which is used for degradation of propionate, a toxic by-product of valine and isoleucine degradation. Purine biosynthesis was positively correlated with the three backbone genes of group II that were negatively correlated with degradation pathways, indicating that these backbone genes might be expressed under conditions where nucleotides are needed for growth. We further investigated other acetyl-CoA-generating reactions and observed that the genes in group II that were correlated with biosynthesis pathways were also correlated with one of the subunits in the pyruvate dehydrogenase complex. On the other hand, ATP-citrate lyase (ACL) did not show any clear correlation to any of the backbone genes. This suggests that pyruvate dehydrogenase activity, but not ACL activity, might contribute to the acetyl-CoA supply for secondary metabolism under growth conditions (Fig. 5).

**FIG 5:**
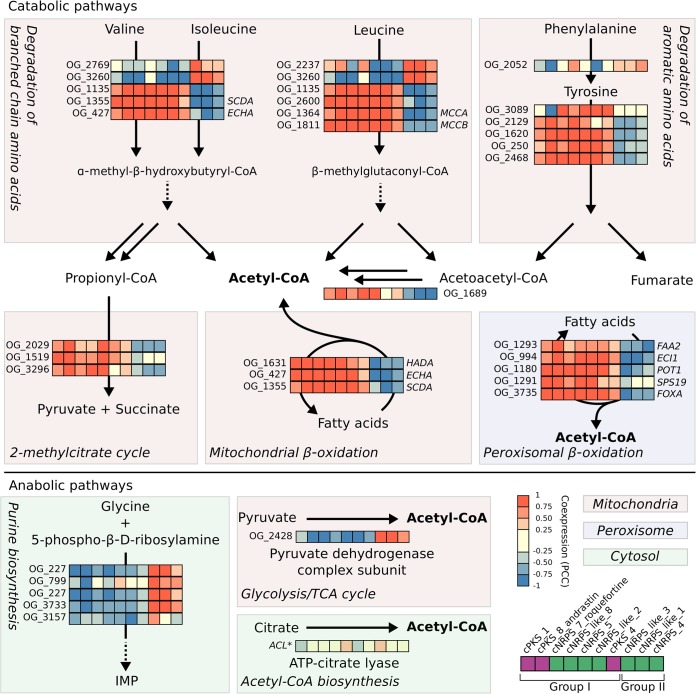
Main metabolic pathways correlating with secondary metabolite backbone genes. Heat maps represent backbone genes in the columns (as specified in the figure key) and orthologous groups (OG) responsible for the catalysis of the reactions in the pathways as rows. The figure key indicates PKSs in purple and NRPSs in green. Coexpression with genes marked with an asterisk was calculated for only five of the species. TCA, tricarboxylic acid.

## DISCUSSION

In this study, we have conducted a comparative transcriptome analysis of six *Penicillium* species in the stationary phase of bioreactor batch fermentations in a defined medium and a complex medium (14). The diversity among the species and the conditions under which they were cultivated were evident from the gene expression profiles, since a gene set analysis showed that only a few cellular processes were enriched across species. A coexpression network was constructed and allowed us to identify modules of genes that showed similarity in expression patterns. This enabled the identification of a metabolic signature which links central carbon metabolism to the production of secondary metabolites.

We found seven conserved secondary metabolite backbone genes (group I) with a strong correlation to the genes in mitochondrial and peroxisomal β-oxidation pathways. Previous studies have implied a fundamental role of both of these pathways in secondary metabolism. Disruption of the mitochondrial and peroxisomal β-oxidation pathways individually has been shown to reduce the production of the PK sterigmatocystin in A. nidulans (27). Further, mitochondrial β-oxidation is known to share an enoyl-CoA hydratase, *ECHA*, and an acyl-CoA dehydrogenase, *SCDA*, with the degradation pathway of the BCAAs isoleucine and valine (28, 29). Our data demonstrate a strong correlation between secondary metabolite backbone genes and genes encoding the degradation of all three BCAAs, including *ECHA* and *SCDA*, thus showing a close interplay between mitochondrial degradation of fatty acids and BCAAs. Both of these pathways yield acetyl-CoA, a precursor of PKs, as well as propionyl-CoA, and indicate that fatty acid and BCAA degradation might be the main sources of acetyl-CoA for PK biosynthesis under nutrient-limited conditions, such as in the stationary phase in DM, where the carbon source has been depleted. This is in agreement with previous metabolomics studies showing how disruption of the global transcriptional regulator of secondary metabolism, veA, leads to decreased PK biosynthesis as well as fatty acid and BCAA degradation in Aspergillus parasiticus (13). In addition to these pathways, we found that expression of genes involved in tyrosine degradation correlated with expression of secondary metabolite backbone genes, and this pathway has, to the best of our knowledge, not been linked to the precursor supply for secondary metabolism before. Intermediates from the degradation pathways of BCAAs could also possibly be utilized as building blocks for some PKs, as seen in bacteria (30, 31), as could propionyl-CoA (32). Propionyl-CoA is toxic and can be degraded via the 2MCC pathway, which was observed among the correlated pathways as well. Disruption of this pathway has been shown to have marked negative effects on the production of sterigmatocystin in A. nidulans, possibly because propionyl-CoA can block the active site of PKSs (33), thus highlighting the importance of detoxification of propionyl-CoA during PK production.

Among the seven backbone genes of group I that were seen to correlate with the above-mentioned acetyl-CoA-generating processes, only three were PKSs, while four were NRPSs (Fig. 5). The correlated pathways explain well how acyl-CoA units can be derived for PK biosynthesis during nutrient limitation but not why expression of NRPSs, which utilize amino acids as building blocks, was correlated as well. We did not observe any NRPS genes of group I to be correlated with amino acid biosynthetic pathways, so amino acids for NRPs are possibly derived from the breakdown of existing proteins instead of the *de novo* synthesis of amino acids. The directionality of this, i.e., if macromolecular breakdown leads to secondary metabolite formation or the other way around, cannot be determined from our data and would be interesting to investigate as a parameter for induction of secondary metabolite formation in an industrial setting. If, however, amino acids are synthesized *de novo*, the products from the degradation of BCAAs, i.e., acetyl-CoA, glutamate, and NADH, would be a favorable starting point for the synthesis of many amino acids. It could be speculated that upon induction of secondary metabolism, many PKs and NRPs are produced at the same time, and this could explain why we observed that NRPS genes also correlate with the degradation processes generating acetyl-CoA.

The three backbone genes of group II were anticorrelated with the acetyl-CoA-yielding degradation pathways and thus might encode secondary metabolites which are induced under nutrient excess. This is supported by the fact that they were correlated to nucleic acid and amino acid biosynthetic genes, which are active under growth conditions. During nutrient excess, pyruvate is produced through glycolysis and can then be converted into acetyl-CoA via the pyruvate decarboxylase complex. Our data suggest that the secondary metabolites that are produced during nutrient excess might use the acetyl-CoA generated via pyruvate decarboxylase activity as a building block (Fig. 5).

It is intriguing to speculate whether certain regulatory elements determine the observed grouping of backbone genes. We were not able to identify any conserved promoter motifs in the genes of BGCs defined in the same groups. This is likely due to the hierarchical structure of regulatory networks (34), resulting in BGC-specific transcription factor activation.

Taken together, our results suggest that the metabolism of filamentous fungi is tailored for the biosynthesis of secondary metabolites. During nutrient limitation, filamentous fungi direct metabolic flux through degradation pathways that generate the necessary precursor metabolites for the biosynthesis of secondary metabolites. We identified a metabolic signature that highlights the main pathways for precursor supply for secondary metabolite biosynthesis and found that expression of these pathways correlates with expression of certain PKS and NRPS genes. We further found that the precursor-generating degradation pathways were enriched in several coexpression modules, suggesting that major parts of metabolism are concerned with generating supplies for secondary metabolite biosynthesis. Even though many metabolic changes are also concerned with adapting the physiology to environmental changes, our data indicate that metabolism in filamentous fungi is tailored to meet the demands of secondary metabolite production.

As mentioned earlier in the Discussion, our data align well with observations on the metabolic regulation of secondary metabolism in *Aspergillus* species, which is why our findings likely can be extrapolated to other fungi as well. Recent findings for *Penicillium* (7, 16) and *Aspergillus* (35, 36) have shown a high genomic diversity and the adaptation of secondary metabolism to natural environments, but the supply of precursors for secondary metabolism might, on the contrary, be highly conserved. Our findings on the regulation of precursor-supplying pathways can thus aid in the design of metabolic engineering strategies to optimize the precursor supply for secondary metabolites in fungi, e.g., by overexpression of the precursor-generating pathways identified in this study. Although future experimental validation is necessary to fully map precursor-supplying pathways for secondary metabolites in fungi and to get a more detailed description of how metabolism is shaped toward secondary metabolite production, our findings provide a starting point in understanding how to manipulate metabolism for more efficient production of secondary metabolites.

## MATERIALS AND METHODS

### Cultivation conditions.

Samples for RNA-seq analysis were collected from cultivation experiments previously described (14). Briefly, six different *Penicillium* species (P. coprophilum [IBT 31321], P. nalgiovense [IBT 13039], P. polonicum [IBT 4502], P. decumbens [IBT11843], P. flavigenum [IBT 14082], and P. steckii [IBT 24891]) were cultivated in controlled bioreactors in a defined medium (DM) for *Penicillium* and in a complex medium (CM). Glucose was quantified by high-performance liquid chromatography, and CO_2_ concentrations were determined mass spectrometrically. Biomass samples for RNA-seq were withdrawn in the stationary phase, rinsed with ice-cold water through a Miracloth, and snap-frozen in liquid nitrogen until further analysis. Samples were collected from fermentations carried out in biological triplicate. 

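The scatter between the 3 libraries of a medium was measured as edgeR's common biological coefficient of variation. In P. flavigenum it was 0.247 in the libraries labelled DM and 0.156 in those labelled CM. In P. nalgiovense it was 0.306 in the libraries labelled DM and 0.147 in those labelled CM. In P. polonicum it was 0.51 in the libraries labelled DM and 0.13 in those labelled CM. In P. coprophilum it was 0.46 in the libraries labelled DM and 0.271 in those labelled CM. In P. decumbens it was 0.66 in the libraries labelled DM and 0.229 in those labelled CM. In P. steckii it was 0.499 in the libraries labelled DM and 0.385 in those labelled CM. It was higher in DM in 6 of 6 species, a count seen before any test was chosen and therefore given without a P value. Pearson's r between DM replicates, across genes on the log2 scale, was lowest in P. decumbens, at 0.729, and all CM pairs of that species had an r of at least 0.964. Single libraries decided the value in some groups: without DM replicate 1 the coefficient of P. coprophilum fell to 0.0841 in DM, and without DM replicate 2 that of P. polonicum fell to 0.189. In P. steckii it fell to 0.321 in DM without DM replicate 1, and to 0.0989 in CM without CM replicate 2. Without DM replicate 1, the coefficient in DM was thus below that of the 3 CM libraries in P. coprophilum and in P. steckii. The direction in P. coprophilum, and with it the 6 of 6, rests on that library. In P. steckii, the coefficient was again higher in DM with CM replicate 2 left out as well (0.321 against 0.0989). The direction there cannot be put down to 1 library, because DM replicate 1 and CM replicate 2 both deviated.

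**Figure D2:**
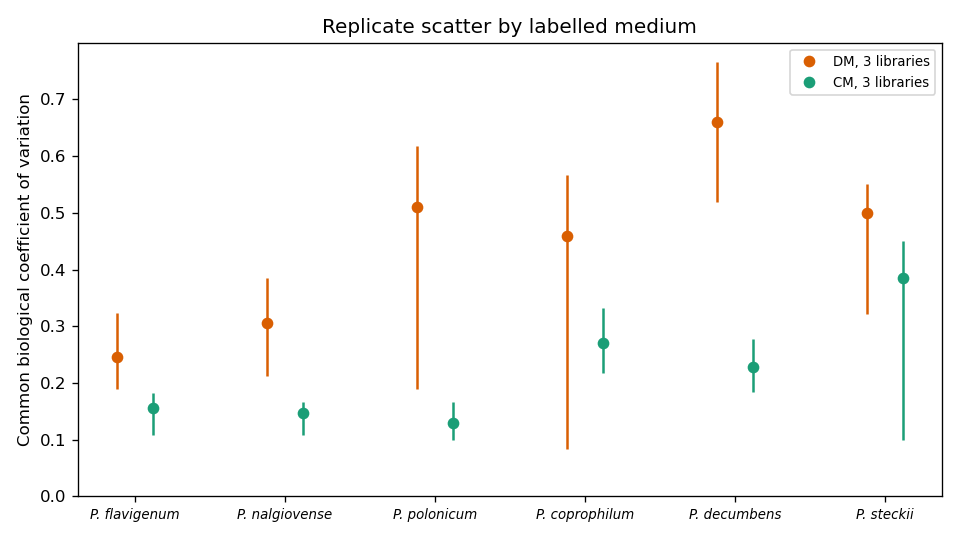
Common biological coefficient of variation (vertical axis, no unit) of the 3 libraries labelled DM and the 3 labelled CM in each species, as points. Vertical lines run from the lowest to the highest value over the pairs of libraries left when 1 library is left out, from 0.0841 to 0.566 for P. coprophilum in DM.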

All strains used in this study are available from the culture collection (IBT) at the Technical University of Denmark.

### Transcriptome analysis.

Cells from frozen biomass samples were disrupted using a TissueLyser LT disrupter (Qiagen), and total RNA was extracted using an RNeasy minikit (catalog no. 74104; Qiagen). DNA libraries for sequencing were prepared from the total RNA using Illumina’s TruSeq protocol and sequenced using an Illumina 2500 machine, yielding 99 nucleotide paired-end reads with an average insert size of 600 nucleotides. Raw RNA-seq reads were mapped to the individual *Penicillium* genomes using a documented work flow (37) based on the TopHat2 (version 2.0.9) (38) and HTSeq (39) programs. Both programs were run with default parameters. Gene-level statistics for CM versus DM were calculated using the DESeq2 program with default parameters, and differentially expressed genes were identified based on an adjusted *P* value cutoff of 0.05. 

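With DESeq2 defaults on the deposited counts, the libraries labelled CM had 875 upregulated and 992 downregulated DEGs in P. flavigenum, 1788 upregulated and 1559 downregulated DEGs in P. nalgiovense, 1078 upregulated and 1236 downregulated DEGs in P. polonicum, 642 upregulated and 683 downregulated DEGs in P. coprophilum, 330 upregulated and 344 downregulated DEGs in P. decumbens and 1890 upregulated and 2378 downregulated DEGs in P. steckii. Of the DEGs called by edgeR, DESeq2 also called 1168 of 1190 in P. flavigenum, 2913 of 2961 in P. nalgiovense, 857 of 858 in P. polonicum, 330 of 330 in P. coprophilum, 11 of 11 in P. decumbens and 3136 of 3167 in P. steckii, each in the same direction. On simulated tables in which 200 genes were changed, the share of false DEGs among those called was between 4.41% and 6.93% with edgeR and between 15.4% and 31.2% with DESeq2, while DESeq2 recovered between 58.5% and 88% of the changed genes and edgeR between 32.5% and 84.5%. The scatter of each gene in these tables was the one edgeR estimated.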

For all downstream analyses, log-transformed expression levels were used.

### Determination of orthology and phylogeny.

The genome sequences of the six species were downloaded from NCBI, orthologous protein groups were identified using the orthoMCL algorithm (40) with default parameters, and these orthologous groups were used to define the core genome and the pangenome. Based on single-copy core genes, a concatenated maximum likelihood phylogenetic tree was reconstructed by using the RAxML program (41) and by applying a work flow previously described (7).

### Gene set enrichment analysis.

A gene set analysis was conducted based on a MetaCyc annotation (17) that was retrieved from previously published genome-scale metabolic models of the *Penicillium* species (16), and GO terms were annotated using the InterProScan (version 5.7-48) program (42). For the MetaCyc pathways, PKSs and NRPSs identified using the antiSMASH program (43) were added to the annotation of secondary metabolism. Gene set enrichment analysis of the DEGs was performed using the R package PIANO (44). Significant gene sets were identified based on a Benjamini-Hochberg-corrected *P* value cutoff of 0.05. Other enrichment analyses were conducted using the hypergeometric test implementation in R (phyper function).

### Identification and clustering of biosynthetic gene clusters.

BGCs were identified in the genomes using antiSMASH (version 4.0.0rc1 for fungi) (43), and the detected BGCs were clustered into gene cluster families (GCFs) using the BIG-SCAPE program (https://git.wageningenur.nl/medema-group/BiG-SCAPE). We tested various network clusterings in BIG-SCAPE, and finally, a cutoff of 0.6 for the overall score was selected on the basis of having similarity to previous clustering of *Penicillium* BGCs (7). Within GCFs, orthologous genes were identified using the MultiGeneBlast program (45), based on having 25% coverage and 30% identity.

### Coexpression network analysis.

Gene expression was correlated using the Pearson correlation coefficient (PCC). In addition, the single-copy orthologous genes were correlated with backbone genes (PKSs, NRPSs, NRPS-like, or PKS-NRPSs) present in at least two different species, as identified in the BGC clustering. The pairwise correlations of the expression of all 3,815 single-copy core genes constituted a weighted coexpression network with orthologous groups as nodes and PCC values as edges. This coexpression network was divided into nine subnetworks by applying different cutoffs for the PCC values (0.1 to 0.9), and the corresponding networks were denoted N1 to N9, respectively. For each of these subnetworks, correlation coefficients were converted to absolute values and normalized to distribute between 0 and 1 (minimum/maximum normalization). Highly connected clusters of genes, referred to as modules, were detected in the subnetworks using the ClusterONE algorithm (25). A total of 56 significant modules were identified using a *P* value cutoff of 0.1 for a *t* test assessing the connectivity within a module versus outside a module.

### Data availability.

The data sets supporting the conclusions of this article are available in NCBI’s Gene Expression Omnibus (46) repository under accession number GSE106983.

# Supplementary material for: Comparative Transcriptome Analysis Shows Conserved Metabolic Regulation during Production of Secondary Metabolites in Filamentous Fungi
**Source:** mSystems. 2019 Apr 16;4(2):e00012-19. doi: 10.1128/mSystems.00012-19
**Supplement:** FIG S5

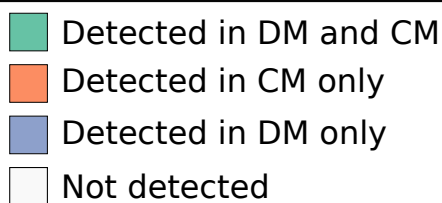

|                                                                                   |                                                                                     |                                                                                     |                                                                                     |                                                                                     |                                                                                     |                        |
|-----------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|------------------------|
|    |    |    |    |    |    | Roquefortine/melegrine |
|    | 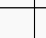   |    |    |    |    | Andrastin              |
|    | 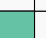   | 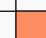   |    | 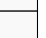   |    | Fungisporin            |
|    |    |    |    | 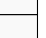   |    | Chrysogine             |
|    |    |    |    |    |    | Citreo-isocumarin      |
|    |    |    | 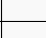   |    |    | Patulin                |
|    | 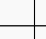   |    |    |    | 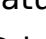   | Griseofulvin           |
|    |    |    |    |    |    | Penicillic acid        |
|    |    |    |    |    |    | Aspterric acid         |
| 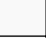 |  |  |  |  |  | Verrucofortine         |
|  |  |  |  |  |  | Calbistrin             |
|  |  |  |  |  | 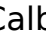 | Trichodermamide        |
| <i>P. flavigenum</i>                                                              | <i>P. nalgiovense</i>                                                               | <i>P. polonicum</i>                                                                 | <i>P. coprophilum</i>                                                               | <i>P. decumbens</i>                                                                 | <i>P. steckii</i>                                                                   |                        |

How the deposited data were processed for this re-analysis (not part of the article)

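RNA-seq libraries of 6 Penicillium species, each grown in 3 cultures in CM and 3 in DM and sampled in the stationary phase, were analysed. The authors aligned the reads with TopHat2 to the genome of each species, counted them per gene with HTSeq and deposited the counts, as whole numbers without normalization, in a table for each species. These deposited counts were the only unit used. No row of a table named anything other than a gene, and no value column was left unused.

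Libraries were assigned to medium and replicate by their labels and the paper. The number of DEGs in each direction came closer to the paper's with the labels exchanged in 5 of 6 species. Exchanged labels and a comparison taken as DM against CM would give the same numbers, so these numbers cannot tell them apart. Which of them holds, if either, was not settled, and the labels were kept. Total counts ranged from 5318782 to 37211035 per library, with a median of 14839486 over the 36 libraries. Counting error at this depth is small beside the scatter between cultures for genes with many reads.

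CM was compared with DM within each species in R 4.3.3 by the quasi-likelihood test of edgeR 4.0.16, with TMM normalization, filterByExpr, and Benjamini-Hochberg adjusted P values under 0.05. DESeq2 1.42.0 with its defaults, the study's own tool, was the alternative. An adjusted P value that DESeq2 left undefined was not counted as a DEG. Before the data were examined, the following alternatives were fixed: DESeq2's size factors in the edgeR fit, library totals without a composition factor, no filter on low counts, all libraries thinned to 5318782 counts (median of 10 draws), a test against a log2 fold change of 1, the replicate number as a block, and each library left out in turn. After the data had been seen, the following were added: library weights with limma 3.58.1, estimated by restricted maximum likelihood or gene by gene with the genes in 2 orders, and edgeR's robust and legacy quasi-likelihood fits and its likelihood ratio test.

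The share of the variance of log2 CPM (prior count 2) that lay between media was computed within each species and tested over the 10 splits of 6 libraries. DEGs with neighbouring identifiers were counted and compared with 10000 permutations. Log2 fold changes were compared between contigs with 1000 permutations. Genes were named by a rule set before the data were examined: in P. steckii and P. decumbens, the gene with the largest rise and the gene with the largest fall among those with an adjusted P value under 0.05, log2 CPM (prior count 2) of at least 5 as the mean of the 6 libraries and no overlap between the libraries of the media. No gene of P. decumbens that fell met it. The mean log2 CPM of the rule was read as the mean over libraries. With edgeR's own log2 CPM instead, genes with larger changes would have been named. In P. decumbens, PENDEC_c059G00375 (log2 fold change 5.77) is an example.

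The tests were checked on simulated tables drawn from the means, library sizes and dispersions of each species with 200 genes changed. None of the changed genes was called in the opposite direction. Comparisons that need orthologs, gene names, gene ontology terms or biosynthetic gene clusters were not analysed here, since the identifiers of the tables were not paired with names in the material used here.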

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

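Each setting changed 1 choice at a time, and numbers of DEGs were taken as changed when they moved by more than 1.5 times. With DESeq2's size factors in the edgeR fit and with no filter on low counts, all 12 numbers of DEGs (upregulated and downregulated in 6 species) stayed within 1.5 times. All settings named up to the library weights were fixed before the data were examined.

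With DESeq2 defaults, 7 numbers changed, to 875 upregulated DEGs in P. flavigenum, 1078 upregulated and 1236 downregulated DEGs in P. polonicum, 642 upregulated and 683 downregulated DEGs in P. coprophilum and 330 upregulated and 344 downregulated DEGs in P. decumbens. The totals by DESeq2 and edgeR in P. decumbens were 674 and 11. Against these, edgeR gave 493 upregulated DEGs in P. flavigenum, 449 upregulated and 409 downregulated in P. polonicum, and 189 and 141 in P. coprophilum. With library totals only, there were 274 upregulated and 1089 downregulated DEGs in P. flavigenum and 24 upregulated DEGs in P. decumbens. This scaling also moved the share of upregulated DEGs from 41.4% to 20.1% in P. flavigenum, from 52.3% to 65.4% in P. polonicum and from 41.1% to 30.8% in P. steckii, and the median log2 fold change of all genes from 0.02 to -0.19 in P. flavigenum, from 0.02 to -0.19 in P. steckii and from -0.06 to 0.23 in P. decumbens. The cause was not tested.

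With all libraries thinned to 5318782 counts, there were 259 upregulated and 290 downregulated DEGs in P. flavigenum, 112 upregulated and 74.5 downregulated DEGs in P. coprophilum and 4 upregulated and 0 downregulated DEGs in P. decumbens, with 938.5 genes at an unadjusted P value under 0.05 in P. decumbens (medians of 10 draws). Fewer reads thus limit the numbers in these 3 species. Testing against a log2 fold change of 1, which asks for a larger change, left 73 upregulated and 94 downregulated DEGs in P. flavigenum, 558 upregulated and 129 downregulated DEGs in P. nalgiovense, 105 upregulated and 146 downregulated DEGs in P. polonicum, 44 upregulated and 10 downregulated DEGs in P. coprophilum, 2 upregulated and 0 downregulated DEGs in P. decumbens and 436 upregulated and 1029 downregulated DEGs in P. steckii, with 390 genes of P. decumbens at an unadjusted P value under 0.05.

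CM and DM libraries share replicate numbers. The deviations of same-numbered libraries from their medium's mean had correlations across genes between -0.459 and 0.4, and in 0 of 6 species were all 3 above 0.1, so the numbers were read as labels only. With the replicate number as a block, there were 349 downregulated DEGs in P. flavigenum, 1058 upregulated and 476 downregulated DEGs in P. nalgiovense, 119 upregulated and 130 downregulated DEGs in P. polonicum, 6 upregulated and 1 downregulated DEGs in P. coprophilum and 0 upregulated and 0 downregulated DEGs in P. decumbens. In P. decumbens, 763 genes had an unadjusted P value under 0.05 in that fit. The log2 fold change of PENDEC_c002G03278 was 3.46 with the block (adjusted P = 0.153, edgeR; from 0.0103 to 0.261 over the fits that left out 1 library).

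Across the 6 fits that each left out 1 library, the DEGs ranged from 172 (without CM replicate 1) to 930 (without DM replicate 2) upregulated and from 158 (without CM replicate 1) to 1151 (without DM replicate 2) downregulated in P. flavigenum, from 1061 (without CM replicate 2) to 1883 (without DM replicate 1) upregulated and from 470 (without CM replicate 2) to 1609 (without DM replicate 1) downregulated in P. nalgiovense, from 92 (without CM replicate 1) to 1786 (without DM replicate 2) upregulated and from 72 (without CM replicate 1) to 2192 (without DM replicate 2) downregulated in P. polonicum, from 9 (without DM replicate 3) to 1131 (without DM replicate 1) upregulated and from 3 (without DM replicate 2) to 999 (without DM replicate 1) downregulated in P. coprophilum, from 0 (without CM replicate 1) to 703 (without DM replicate 1) upregulated and from 0 (without CM replicate 1) to 453 (without DM replicate 1) downregulated in P. decumbens and from 608 (without CM replicate 1) to 1713 (without DM replicate 1) upregulated and from 962 (without CM replicate 1) to 2210 (without DM replicate 1) downregulated in P. steckii. In P. decumbens, 4 of the 6 fits gave 0 DEGs, with 488 to 769 genes at an unadjusted P value under 0.05. These fits also have fewer libraries.

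The share of expression variance between media ranged from 62% to 76.2% in P. flavigenum, from 73.2% to 85.3% in P. nalgiovense, from 53.1% to 92.4% in P. polonicum, from 44.3% to 73.7% in P. coprophilum, from 30.7% to 66.1% in P. decumbens and from 69.1% to 84.1% in P. steckii across the same 6 fits. With each gene scaled to a z-score it was 42.1% in P. flavigenum, 49.9% in P. nalgiovense, 40.1% in P. polonicum, 35.2% in P. coprophilum and 53.7% in P. steckii, and without a filter on low counts it was 57.7% in P. flavigenum and 71.5% in P. nalgiovense, each a change of more than the SD of the leave-one-out values. A prior count of 0.5 and ranks within each library moved no species by that much.

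The share of DEGs next to a DEG of the same direction, by identifier, changed its side of the permuted mean in 6 cases, all without a P value under 0.05. With DESeq2 calls it was 12.4% in P. polonicum and 22.9% in P. steckii. With the replicate block it was 1.2% in P. polonicum and 16.5% in P. steckii, and P. decumbens had no DEGs and so no share. At the second identifier on it was 3.05% in P. coprophilum and 18.3% in P. steckii.

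The remaining settings were chosen after seeing the data. Library weights estimated by restricted maximum likelihood gave 2057 upregulated and 2072 downregulated DEGs in P. flavigenum, 2556 upregulated and 2307 downregulated DEGs in P. nalgiovense, 2654 upregulated and 2550 downregulated DEGs in P. polonicum, 1941 upregulated and 1706 downregulated DEGs in P. coprophilum, 2482 upregulated and 2250 downregulated DEGs in P. decumbens and 2636 upregulated DEGs in P. steckii. With weights estimated gene by gene there were 1491 upregulated and 1606 downregulated DEGs in P. flavigenum, 2113 upregulated and 2061 downregulated DEGs in P. polonicum, 1799 upregulated and 1552 downregulated DEGs in P. coprophilum, 858 upregulated and 586 downregulated DEGs in P. decumbens and 2579 upregulated DEGs in P. steckii with the genes in deposited order, and 1529 upregulated and 1643 downregulated DEGs in P. flavigenum, 2000 downregulated DEGs in P. nalgiovense, 1985 upregulated and 1983 downregulated DEGs in P. polonicum, 1789 upregulated and 1548 downregulated DEGs in P. coprophilum, 746 upregulated and 464 downregulated DEGs in P. decumbens and 2588 upregulated DEGs in P. steckii in identifier order, so that this estimate depended on the order of genes. Under restricted maximum likelihood, splits that mix the media also gave many DEGs, up to 5683 in P. steckii and 5682 in P. coprophilum. Counting the real split itself, 3 of the 10 splits of P. coprophilum and 2 of the 10 of P. steckii reached the number of the real split. The likelihood ratio test gave 787 upregulated DEGs in P. flavigenum, 841 downregulated DEGs in P. polonicum, 467 upregulated and 378 downregulated DEGs in P. coprophilum and 227 upregulated and 137 downregulated DEGs in P. decumbens. The robust fit gave 2 upregulated and 0 downregulated DEGs in P. decumbens, with 1032 genes at an unadjusted P value under 0.05. The legacy fit gave the same 12 numbers as the default. It also gave the same number of genes at an unadjusted P value under 0.05 in every species. It therefore appears to be the same fit and adds no separate check.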

Differences from the paper's values

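The paper's numbers of DEGs lay closer to those of DESeq2 with the labels CM and DM exchanged in 5 of 6 species, where they then differed by at most 3%. Only P. steckii among these has numbers printed in the paper's text. The others were read by eye from Fig. 2A, such as about 1600 upregulated and 1800 downregulated in P. nalgiovense. A difference of 3% is finer than such a reading may allow. In P. steckii the paper gives 2363 upregulated and 1885 downregulated genes, and DESeq2 defaults gave 1890 upregulated and 2378 downregulated as labelled, or 2378 and 1890 with the labels exchanged. In P. decumbens, where the paper gives 327 and 331, they were 330 and 344 as labelled and 344 and 330 exchanged, and did not tell the directions apart. The values below are therefore given both ways, and the comparison was made with the labels exchanged.

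By edgeR's quasi-likelihood test, P. decumbens had 1 upregulated DEG with the labels exchanged (10 as labelled) against the paper's 327, and 10 downregulated DEGs with the labels exchanged (1 as labelled) against the paper's 331. P. polonicum had 409 upregulated with the labels exchanged (449 as labelled) against the paper's about 1200 in Fig. 2A, read by eye, and 449 downregulated (409 as labelled) against the paper's about 1100 in Fig. 2A, read by eye. P. coprophilum had 141 upregulated with the labels exchanged (189 as labelled) against the paper's about 670 in Fig. 2A, read by eye, and 189 downregulated (141 as labelled) against the paper's about 640 in Fig. 2A, read by eye. P. flavigenum had 493 downregulated with the labels exchanged (697 as labelled) against the paper's about 870 in Fig. 2A, read by eye.

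With DESeq2 defaults, the tool and settings the paper's methods name, all 7 of these numbers came within 1.5 times of the paper's. Of the other alternatives set before the data were examined, leaving out DM replicate 2 did so for P. flavigenum (930 downregulated with the labels exchanged), and leaving out DM replicate 1 did so for the upregulated DEGs of P. coprophilum (999) and P. decumbens (453). The remaining alternatives set before the data were examined did not close these gaps. Of the settings chosen after seeing the values, the likelihood ratio test came within 1.5 times for the downregulated DEGs of P. flavigenum (787), P. coprophilum (467) and P. decumbens (227) and the upregulated DEGs of P. polonicum (841), and library weights estimated gene by gene did so for the upregulated DEGs of P. decumbens (464 with genes in identifier order).

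The paper shows more up- than downregulated genes in P. steckii. As labelled, edgeR gave fewer upregulated (1301) than downregulated (1866) DEGs in P. steckii. The key of Fig. 1F and the legend of Fig. S2 give the symbols for the defined and complex media in opposite ways.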

Other observations

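Tests of other splits of the libraries within each species, of neighbouring identifiers and of the number of DEGs over the 6 species against library size, the number of genes tested and replicate scatter were fixed before the data were examined; the other tests, including every test of scatter between the media with its limits and its grouping of species, were chosen after the results were seen. Directions refer to libraries as labelled. Why the paper's directions lay closer to exchanged labels is open, since a comparison taken as DM against CM would look the same.

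In each of the 6 species, 1 of the 10 splits of the 6 libraries, the real split, gave as many DEGs as the real split by edgeR. Among the other splits the highest number was 2, in P. steckii. With DESeq2, other splits gave up to 459 DEGs in P. steckii and 229 in P. decumbens, against 4268 and 674 in the real split. With 10 splits the share within a species cannot be below 0.1. Over the 6 species together, the real split was the only highest one in 6 of 6, which splits taken at random would give in a share of 1e-06, and tables simulated without any change gave at most 4 DEGs by edgeR. A chance split therefore does not account for the DEGs of the 6 species as a set.

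The number of DEGs by edgeR was 288 times higher in P. steckii than in P. decumbens. This ratio rests on the 11 DEGs of P. decumbens: against its 1156 DEGs without DM replicate 1 the ratio was 2.74, and by DESeq2 it was 6.33. Library size does not account for the ratio by edgeR, which was 502 after all libraries had been thinned to 1 size (4.5 DEGs in P. decumbens). The number of genes tested does not either, since the ratio of the percentages called was 215. Replicate scatter was tested with simulated tables in which 30% of genes had a log2 fold change of 1 in either direction in every species. The rank correlation of simulated and observed numbers over the 6 species was 0.29 (Spearman's rho, a description of simulated values), because P. steckii had a median of 0 DEGs in the simulation, with at most 1 in a draw, while the real table gave 3167. With a log2 fold change of 2, the rank correlation was 0.657, and P. steckii had 2284 simulated DEGs, fewer than P. flavigenum, P. nalgiovense and P. polonicum. In both simulations P. nalgiovense had the most DEGs. Scatter alone therefore does not give P. steckii the most DEGs. The order of the other 5 species was compared only after P. steckii had been left out for breaking the match, so that comparison is not used as a test. The median size of the log2 fold change was 0.80 in P. steckii and between 0.29 and 0.46 in the others. Whether the medium affects P. steckii more was not tested.

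Across the 6 species, the number of DEGs by edgeR rose with the number of genes tested (Pearson's r = 0.79, exact permutation P = 0.0486, adjusted 0.146; Spearman's rho = 0.886, exact permutation P = 0.0333, adjusted 0.1; 6 relations computed), which fails the adjustment. Without P. decumbens and P. nalgiovense, r was 0.67. Replicate scatter gave r = -0.288 (exact permutation P = 0.568, adjusted 0.873; rho = -0.371, exact permutation P = 0.497, adjusted 0.597), and r = 0.0414 without P. flavigenum and P. nalgiovense. The median total count gave r = -0.0914 (exact permutation P = 0.89, adjusted 0.89; rho = -0.371, exact permutation P = 0.497, adjusted 0.597), and r = -0.916 without P. polonicum and P. flavigenum. With the number of DEGs by DESeq2, the number of genes tested gave r = 0.825 (exact permutation P = 0.0347, adjusted 0.146; rho = 0.943, exact permutation P = 0.0167, adjusted 0.1) and r = 0.793 without P. decumbens and P. nalgiovense, scatter gave r = -0.174 (exact permutation P = 0.728, adjusted 0.873; rho = -0.257, exact permutation P = 0.658, adjusted 0.658) and r = -0.127 without P. flavigenum and P. nalgiovense, and the median total count gave r = -0.305 (exact permutation P = 0.593, adjusted 0.873; rho = -0.657, exact permutation P = 0.175, adjusted 0.35) and r = -0.959 without P. polonicum and P. flavigenum.

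DESeq2 called 674 DEGs in P. decumbens and edgeR 11, all 11 of them also called by DESeq2. Tables simulated without any change, but with the scatter of each medium, gave at most 34 DESeq2 calls in 5 draws. In the real libraries of P. decumbens, splits that mixed the media gave up to 229 DESeq2 calls. Both numbers are below 674, but neither decides how many calls arise without any difference between the media. Splits that mix the media hold any medium effect in both groups, which adds scatter and can lower the calls. The simulation drew each gene on its own, while real DM libraries of P. decumbens differed over many genes (lowest r 0.729). The cause of the gap stays open. In a simulated table of P. decumbens with 200 changed genes, 31.2% of DESeq2 calls were false, a share that need not hold for 674 calls.

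Replicates scattered more in the libraries labelled DM than in those labelled CM in 6 of 6 species, by a ratio of the biological coefficients of variation between 1.3 in P. steckii and 3.92 in P. polonicum, which the paper does not report. The value of P. polonicum rests on DM replicate 2, without which the ratio was 1.46. The value of P. steckii depends on single libraries too. Its ratio was 0.834 without DM replicate 1, and its coefficient in CM fell from 0.385 to 0.0989 without CM replicate 2. With all libraries thinned to 1 size, the ratio stayed at 1.7 or more in P. nalgiovense, P. polonicum, P. coprophilum and P. decumbens (medians of 10 draws), which argues against library size there. It fell from 1.58 to 1.18 in P. flavigenum and from 1.3 to 1.17 in P. steckii, still above 1 in 10 of 10 draws. Library size thus goes with part of the difference in these species and cannot be told apart from the medium there, because 3 libraries per medium leave the small remainder uncertain. A few genes do not account for the difference, since at least 59.4% of the tested genes were more variable in DM in every species. In P. decumbens the ratio was at least 2.27 whichever DM library was left out, which argues against a single deviating library as the whole cause. In P. flavigenum, P. nalgiovense and P. polonicum, the lowest ratios with 1 DM library left out were 1.21, 1.45 and 1.46, so a single deviating library cannot be told apart from a difference between the media for most of the excess, because 3 libraries are too few. The limit of 1.5 between these readings was set after the ratios were seen, and 1.45 and 1.46 lie just under it. The coefficient itself stayed higher in DM in all 9 combinations that left 1 library out of each medium, in each of these 4 species. In P. coprophilum the coefficient was higher in DM in 6 of these 9 combinations, and lower in the 3 combinations without DM replicate 1 (0.0841 in DM), so 1 deviating library is a candidate explanation there. In P. steckii it was higher in 7 of 9, and a single library cannot be told apart from a difference between the media because DM replicate 1 and CM replicate 2 both deviated. A hypothesis is that cultures in the medium labelled DM may have been sampled at less uniform stages; no data on growth stage were used to test it.

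The medium accounted for 65.3% of the expression variance in P. flavigenum, 76.4% of the expression variance in P. nalgiovense, 60.1% of the expression variance in P. polonicum, 47.8% of the expression variance in P. coprophilum, 36.8% of the expression variance in P. decumbens and 73% of the expression variance in P. steckii. In 5 species the real split gave the largest share of the 10 splits (exact permutation P = 0.1, the smallest that 3 against 3 allow), and in P. decumbens 2 of 10 did as well (exact permutation P = 0.2). The first principal component separated CM from DM in 5 species and not in P. decumbens, where it held 53.4% of the variance.

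DEGs did not lie next to DEGs of the same direction, by identifier, more often than by chance after adjustment. The largest excess was in P. nalgiovense (17.8% against a permuted mean of 16.1%, one-sided permutation P = 0.0091, adjusted 0.0546). The share was also raised at the second identifier on (18.4%, permutation P = 0.00030). In P. decumbens, a contig held PENDEC_c001G00005 to PENDEC_c001G07234, with 7234 genes in all, and another held PENDEC_c002G00035. The running numbers thus interleave between contigs and are not known to follow the order of genes. Nearness by identifier therefore cannot show whether DEGs lie together in the genome. Reads shared by adjoining genes cannot be told apart from co-regulation either. Calls were permuted over all tested genes, so differences between contigs were not held apart.

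Log2 fold changes differed between contigs more than permuted genes did in 5 species, with a ratio of the spread to the permuted spread of 1.91 in P. flavigenum (adjusted permutation P = 0.0048), 1.63 in P. nalgiovense (adjusted permutation P = 0.002), 2.82 in P. polonicum (adjusted permutation P = 0.0045), 2.27 in P. decumbens (adjusted permutation P = 0.002) and 2.21 in P. steckii (adjusted permutation P = 0.002). In P. coprophilum the ratio was 0.899 (adjusted permutation P = 0.491). Differences in abundance do not account for all of it, since the ratio was at least 1.34 in these 5 species with genes permuted within deciles of abundance. Pairs of libraries of the same medium had mean ratios of at least 1.72 in the 5 species, and in P. polonicum and P. decumbens these were below those of pairs of different media (1.98 against 2.74 and 2.22 against 2.34). The excess may therefore come from variation between libraries that does not depend on the medium. GC content was not tested.

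Some tested genes had at most 3 counts in all 3 libraries of one medium and a mean of at least 100 in the other. In P. steckii, 44 genes were found only in DM, each at least 36.4-fold higher there, and 13 only in CM, each at least 15.1-fold higher. In P. polonicum there were 10 and 3. In CM only, there were 7 in P. nalgiovense, 4 in P. coprophilum and 1 in P. flavigenum.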
